A study of Mus musculus with 2 samples. Its data were reported in "Single-cell transcriptomics identifies the differentiation trajectory from inflammatory monocytes to pro-resolving macrophages in a mouse skin allergy model" (2024).

How the data were processed

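Cells came from the ear skin of BALB/c mice, either wild-type (WT) or Ccr2-/-, taken 3 and 5 days after challenge in a model of IgE-dependent chronic allergic skin inflammation. Per the labels, mice received 300 µg of IgE against the hapten TNP and were challenged with 10 µg of TNP-OVA. The 4 groups (genotype by day) were each stained with a hashtag antibody and mixed, and 10000 labelled cells were loaded. A cDNA library and a hashtag library were then made by TAS-Seq on BD Rhapsody, a microwell system. There was 1 pool per genotype and day, and the labels do not state how many mice a pool held.

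The deposited values of both files are counts: the authors' matrix gives reads per gene and cell barcode, and the hashtag file gives reads per hashtag antibody and barcode. The authors trimmed reads with Cutadapt 2.10, aligned them to mouse RNA of Ensembl release 101 (GRCm38) with Bowtie2 2.3.4.1, and kept barcodes above the inflection of the knee plot. The counts are reads and not molecules. PCR copies of a molecule were counted separately, so the intervals and floors given here cover counting error only. The background correction described in the methods was not visible in the deposited values: 22.1% of the values above 0 were 1, and 92.3% of the barcodes had a read of the collagen gene Col1a1. The hashtag file had 9 further hashtag columns, which were not used here. Of the 35208 gene rows, 313 held no reads. Gene positions come from GENCODE annotation M21 on GRCm38, which is not the release that the authors aligned to.

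The tests, the marker lists, the gene lists and most alternatives were written down before the data were examined. The limits for naming a cluster, the alternatives called added in the closing section, and the ratio between genotypes of fibroblast-like expression were chosen after the data were seen. Each barcode of the cDNA matrix was given to the hashtag with the highest read count, after a pseudocount of 1 read and division of each hashtag by its total, if that value was at least 3 times the next. Barcodes with fewer than 10 hashtag reads, with more than 20% mitochondrial reads or with fewer than 200 genes were left out. Counts per 1000000 reads (CPM) of each cell were log-transformed with a pseudocount of 1 CPM. The 2000 most variable genes were scaled to a maximum of 10 and reduced to 30 principal components. A graph of 20 neighbours was clustered by Leiden at resolution 1 with a fixed seed.

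A cluster was named after the marker list with the highest mean z-score, if that score was over 0.5 and at least 3 of the markers had a z-score over 0.5 and reads in at least 25% of its cells. It stayed unnamed where its 10 leading genes by fold held more markers of another list than of its own, or where its read depth was low and those genes held none of its own. Names carry "-like" because they rest on transcripts alone. Monocyte-macrophage-like cells (Mo-Mac-like cells) were clustered again in the same way, without Ccr2 and without the genes of the 5 lists compared between subsets. Subsets were named from fixed markers. These included Ly6c2 for classical monocytes, Pdcd1lg2 for early classical monocyte-derived macrophages (CMDMs), Gpnmb for late CMDMs, Lyve1 and Selenop for resident-like macrophages, and H2-Ab1 for monocyte-derived dendritic cells (DCs). The marker genes are therefore not reported as results of the subsets they name.

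Shares of cells carry exact (Clopper-Pearson) 95% intervals and CPM of summed reads carry exact Poisson 95% intervals. A count of 0 was set against a floor of 3 reads. Gates on Ly6c2 and Pdcd1lg2 were set on cells thinned to 10000 reads each, and shares of cells with a read of Ccr2 were taken at the same depth. Genotype differences of the shares over both days were tested by an exact two-sided permutation of the pools, which has 6 splits and cannot go below p = 0.33. Within a day there was no test, because each genotype had 1 pool.

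Gene lists were compared between successive WT subsets as the median log2 ratio of CPM (pseudocount of 1 CPM). The median was placed among 10000 random lists of the same size, drawn from 20 bins of mean expression. The lists were anti-inflammatory genes (Arg1, Mrc1, Cd163, Retnla, Il10, Hilpda), interferon-inducible genes (Ifit1, Ifit2, Ifit3, Ifitm6, Mx1), lipid genes (Apoe, Abca1, Abcg1, Trem2), efferocytosis genes (Mertk, Trem2, Stab1, Gas6, Pros1, Mfge8, C1qa) and nuclear genes of oxidative phosphorylation, chosen by symbol. The first 4 of these lists were picked by the study from the same cells, so they are not independent evidence. The study also reported oxidative phosphorylation genes as enriched in early CMDMs of these cells. The last list is thus not independent evidence either. Trem2 is in both the lipid and the efferocytosis list. On simulated data with 12000 genes and lists of 6, 38 of 40 lists shifted by a log2 of 2 passed the 97.5 percentile, and 0 of 40 unchanged lists did.

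Genes that differed between genotypes were sought with edgeR (quasi-likelihood test, TMM, filterByExpr) on reads summed per pool and cell type. The additive model held day and genotype, which left 1 residual degree of freedom, and adjusted p-values are by Benjamini and Hochberg at a threshold of 0.05. Cell types with at least 20 cells in each pool were tested. The genes named are Ccr2, Il1a, Il1r1, Cxcl5 and Il4, and per cell type up to 3 genes higher and up to 3 lower in Ccr2-/-. The latter are those with the largest fitted change among genes that passed the threshold and moved the same way on both days. Where no gene passed, they are those with the largest smaller-of-both-days change among genes with at least 100 reads and a read in at least 5 cells of the higher genotype on each day. Day changes of single genes are log2 ratios of CPM with a pseudocount of 1 CPM, which makes them smaller where reads are few. The edgeR test was tried on simulated data with 200 changed genes per type. At a log2 change of 2 it recovered 62.5% in Mo-Mac-like and 92.5% in fibroblast-like cells, and at most 0.5% in each of the other types tested. At a log2 change of 4 it recovered 100% in Mo-Mac-like and fibroblast-like, 88% in endothelial-like, 82% in NK- or ILC-like, 46.5% in lymphatic endothelial-like and 16% in T cell-like cells. Each type called at most 14 unchanged genes. These recoveries hold for the simulated spread and may not hold for the data.

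The alternatives written down were hashtag ratios of 2 and 10, no mitochondrial limit, at least 500 genes per cell, resolutions of 0.5 and 2, removal of cells marked by Scrublet, shares within clusters with at least 100 CPM of the leukocyte gene Ptprc, re-clustering on all variable genes, gates at 3 reads or on unthinned cells, list ratios from the mean of cells or with a pseudocount of 10, each WT pool alone, CPM as the mean of cells, edgeR with library sizes only, DESeq2, no filter on low counts beyond a read in any pool, a filter of a read in at least 5% of the cells, and each pool left out. Added alternatives were leaving the barcode with most hashtag reads out of the scaling, setting values of 1 to 3 reads to 0, another clustering seed, naming by the highest-scoring list alone, leaving out neutrophil-like cells over 100000 reads, and a comparison with a single resident-like sub-cluster. The study's flow cytometry, histology, RNA velocity and bulk RNA-seq were not analysed here. The tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2, scanpy 1.11.5 for Scrublet, R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0.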

Results

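The data were 1 cDNA library and 1 hashtag library of the same cells. The cDNA matrix held 8953 barcodes, beside 10000 labelled cells loaded, and 548117598 reads, with 3113 to 713596 reads per barcode (median 28324). Of these barcodes, 594 were over the mitochondrial limit. Of all barcodes, 760 had too few hashtag reads (257 of them with no entry in the hashtag file), 570 carried several hashtags, and 7623 were assigned to a pool. After the mitochondrial limit 7118 cells were kept, with a median of 33687 reads and 2846 genes. A hashtag ratio of 10 moved this number most and left 6314 cells. Scrublet, which looks for doublets by expression, marked 0.909% of the 8359 barcodes within the mitochondrial limit, and 4.16% of those with several hashtags.

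The WT day 3 pool held 1543 cells with 89492293 reads and a median of 39778 reads per cell. The WT day 5 pool held 1037 cells with 68064673 reads and a median of 48232. The Ccr2-/- day 3 pool held 2191 cells with 162572556 reads and a median of 34410. The Ccr2-/- day 5 pool held 2347 cells with 148269050 reads and a median of 18632. No pool had a replicate. The Y-chromosome gene Ddx3y had 117 to 135 CPM in the 4 pools, and Xist had 0.134 to 0.264 CPM.

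Ccr2, the targeted gene (chromosome 9, 124101950 to 124113557, plus strand, GRCm38), was examined first. In Mo-Mac-like cells it had 25655 reads or 930 CPM (95% interval 919 to 942) in WT day 3. It had 18176 reads or 674 CPM (665 to 684) in WT day 5. It had 840 reads or 77.4 CPM (72.3 to 82.8) in Ccr2-/- day 3, and 204 reads or 27.9 CPM (24.2 to 32.0) in Ccr2-/- day 5. The Ccr2-/- level was 8.32% of WT at day 3 and 4.13% at day 5. The alternative that moved this most was a hashtag ratio of 10, under which the day 3 value was 1.84%. In the Ccr2-/- day 3 pool, 28 of 138 Mo-Mac-like cells had a read, and a single cell held 39.5% of the reads. In the Ccr2-/- day 5 pool, 27 of 97 cells had a read, and a single cell held 29.4%. At 10000 reads per cell, 68.4% and 55.4% of WT Mo-Mac-like cells had a Ccr2 read at days 3 and 5, and 8.94% and 12.5% of Ccr2-/- ones. In fibroblast-like cells, which should lack the gene, these shares were 3.22% and 3.54% in WT, and 1.72% and 1.99% in Ccr2-/-. The median depth before thinning was 45576 and 45174 reads in WT Mo-Mac-like cells, and 74388 and 73810 in WT fibroblast-like cells. In Ccr2-/- it was 56156.5 and 60132 reads in Mo-Mac-like cells, and 129649 and 133336 in fibroblast-like cells.

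Ccr2-/- lymphocyte-like cells kept a larger part of the WT level. T cell-like cells had 720 and 772 CPM in WT at days 3 and 5, and 146 and 120 CPM in Ccr2-/-, which were 20.3% and 15.6% of WT. NK- or ILC-like cells had 302 and 826 CPM in WT, and 60.7 and 82.5 CPM in Ccr2-/-.

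**Figure D1:**
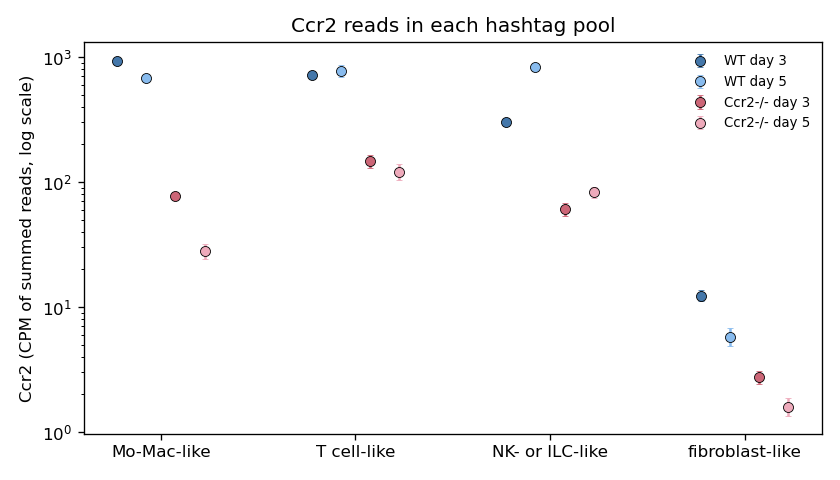
Ccr2 CPM of summed reads (log axis) in Mo-Mac-like, T cell-like, NK- or ILC-like and fibroblast-like cells of the 4 hashtag pools, with exact Poisson 95% intervals. In each of the 4 types both Ccr2-/- points lie below both WT points, from 930 against 77.4 CPM in Mo-Mac-like cells at day 3.

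The share of Mo-Mac-like cells was compared between genotypes, because recruited monocytes depend on CCR2. It was 32.8% of the cells (506 cells, interval 30.5 to 35.2) in WT day 3 and 45.0% (467 cells, 42.0 to 48.1) in WT day 5. It was 6.30% (138 cells, 5.32 to 7.40) in Ccr2-/- day 3 and 4.13% (97 cells, 3.36 to 5.02) in Ccr2-/- day 5. The WT share was 5.21 times that of Ccr2-/- at day 3 and 10.9 times at day 5. The mean over both days was 38.9% in WT and 5.22% in Ccr2-/-, a difference of 33.7 points. The exact two-sided permutation test gave p = 0.33, the smallest value that 2 pools against 2 allow. Counting within leukocyte clusters alone moved the shares most, to 56.4% and 73.8% in WT and 13.1% and 6.88% in Ccr2-/-.

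The share of neutrophil-like cells went the other way. It was 3.76% (58 cells, interval 2.87 to 4.83) in WT day 3 and 0.482% (5 cells, 0.157 to 1.12) in WT day 5. It was 18.0% (394 cells, 16.4 to 19.7) in Ccr2-/- day 3 and 33.5% (786 cells, 31.6 to 35.4) in Ccr2-/- day 5. The Ccr2-/- share was 4.78 times that of WT at day 3 and 69.5 times at day 5, the latter resting on 5 WT cells. The means were 2.12% in WT and 25.7% in Ccr2-/-, with the same permutation p = 0.33. Within leukocyte clusters alone the Ccr2-/- shares were 37.4% and 55.7%, and the WT day 3 share was 6.47%.

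**Figure D2:**
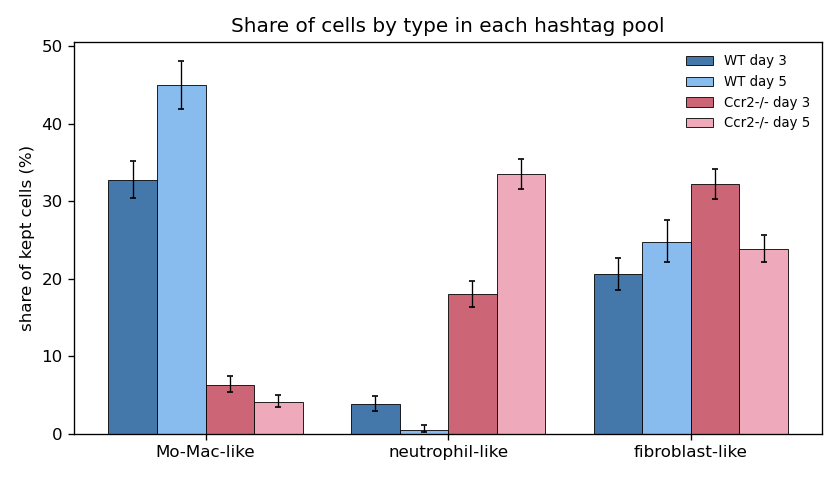
Share of kept cells (percent) that were Mo-Mac-like, neutrophil-like and fibroblast-like in the 4 hashtag pools, as bars with exact binomial 95% intervals. Mo-Mac-like cells made up 32.8% and 45.0% of the WT pools, and neutrophil-like cells 18.0% and 33.5% of the Ccr2-/- pools.

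Leiden clustering gave 25 clusters, and 5 of them met no naming rule. Fibroblast-like cells made up 20.5% and 24.8% of the WT pools at days 3 and 5, and 32.2% and 23.9% of the Ccr2-/- pools. Cluster 7, led by Chad and Cilp2, made up 5.18%, 2.41%, 5.20% and 4.60% of WT day 3, WT day 5, Ccr2-/- day 3 and Ccr2-/- day 5. In the same order, cluster 8, led by Retnlg and Alox15, made up 4.60%, 2.03%, 4.79% and 5.07%. Cluster 13, led by small RNA genes, made up 2.59%, 2.60%, 4.20% and 3.28%. Cluster 14, led by Il4i1 and Timd4, made up 4.73%, 5.11%, 1.69% and 2.47%. Cluster 17, led by Spp1 and C7, made up 2.14%, 2.80%, 2.01% and 0.980%.

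Subsets of Mo-Mac-like cells were compared between days in WT, where the study describes monocytes that become macrophages, and between genotypes. Among 506 WT day 3 cells, 20% were monocyte-like (interval 16.6 to 23.7), 35.6% early CMDM-like (31.4 to 39.9) and 2.96% late CMDM-like (1.67 to 4.84). Among 467 WT day 5 cells, 1.71% were monocyte-like (0.742 to 3.35), 6.85% early CMDM-like (4.73 to 9.54) and 7.71% late CMDM-like (5.46 to 10.5). Resident-like cells went from 17.2% (14.0 to 20.8) to 64.0% (59.5 to 68.4) in WT. They fell into 2 sub-clusters. Sub-cluster 1, with Selenop among its leading genes, went from 6.52% to 50.3%. Sub-cluster 2, with Lyve1 among its leading genes, went from 10.7% to 13.7%. Monocyte-derived DC-like cells made up 13.8% (10.9 to 17.2) and 10.5% (7.86 to 13.6). Another 10.5% and 9.21% stayed unnamed. The resident-like share of WT day 5 was not stable. It was 11% to 18.1% in 7 of 11 alternatives and 58.6% to 71.7% in the other 4, and moved most at resolution 2, where monocyte-derived DC-like cells made up 40.5%. Boundaries between subsets thus depended on the clustering, and the level of 64.0% holds for the settings used here. The monocyte-like and early CMDM-like shares fell, and the late CMDM-like and resident-like shares rose, from day 3 to day 5 in WT in each of the 11, 9, 10 and 11 alternatives that gave both values. These counts are of direction only. In the 7 alternatives with a resident-like share of 11% to 18.1% at WT day 5, its rise from day 3 was small. In 2 of the 11 runs for monocyte-like cells that name went mostly to other cells, and the fall was found in each of the other 9.

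Among 138 Ccr2-/- day 3 cells, 6.52% were monocyte-like (9 cells), 31.9% early CMDM-like (44 cells), 0.725% late CMDM-like (1 cell) and 4.35% monocyte-derived DC-like (6 cells). Among 97 Ccr2-/- day 5 cells these shares were 5.15% (5 cells), 30.9% (30 cells), 6.19% (6 cells) and 11.3% (11 cells). Resident-like cells made up 41.3% and 35.1%. Nearly all of them were in sub-cluster 2, with 39.9% and 33.0% of the Mo-Mac-like cells, beside 1.45% and 2.06% in sub-cluster 1. Unnamed cells made up 15.2% and 11.3%. As a share of all cells, early CMDM-like cells were 11.7% and 3.09% of the WT pools at days 3 and 5, and 2.01% and 1.28% of the Ccr2-/- pools. Resident-like cells were 5.64% and 28.8% of the WT pools, and 2.60% and 1.45% of the Ccr2-/- pools.

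Ccr2, which took no part in the re-clustering, had 1954 CPM in WT monocyte-like cells, 583 in early CMDM-like, 388 in late CMDM-like and 545 in resident-like cells. Within the latter it had 693 CPM in sub-cluster 1 and 131 CPM in sub-cluster 2. Sub-cluster 1 held 268 of the 386 resident-like cells of WT. Its Ccr2 level was above that of early and late CMDM-like cells, whereas the study describes its resident-like macrophages as low in Ccr2. Monocyte-derived DC-like cells had 1779 CPM.

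**Figure D3:**
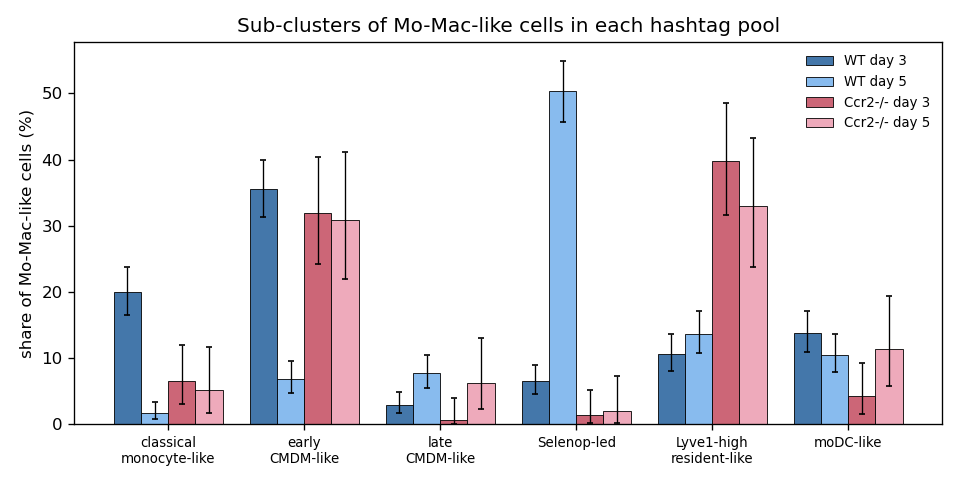
Share of Mo-Mac-like cells (percent) in each named sub-cluster for the 4 hashtag pools, as bars with exact binomial 95% intervals. Sub-cluster 1 holds 50.3% of the WT day 5 cells and 6.52% of the WT day 3 cells, a division that changed in most alternatives, and early CMDM-like cells hold 35.6% at WT day 3 and 6.85% at WT day 5.

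The study gated Mo-Macs by the proteins Ly6C and PD-L2, so gates on the transcripts Ly6c2 and Pdcd1lg2 were set without clustering. Cells below 10000 reads left these gates, 47 and 32 in WT and 15 and 9 in Ccr2-/-. In WT, cells with Ly6c2 alone went from 35.9% (interval 31.6 to 40.5) at day 3 to 7.36% (5.09 to 10.2) at day 5. Cells with both went from 11.5% (8.77 to 14.8) to 2.53% (1.27 to 4.48). Cells with Pdcd1lg2 alone were at 10.0% (7.43 to 13.1) and 8.51% (6.06 to 11.5), which overlap. Cells with neither went from 42.5% (37.9 to 47.2) to 81.6% (77.6 to 85.1). In Ccr2-/- the shares at days 3 and 5 were 16.3% and 12.5% with Ly6c2 alone, 9.76% and 3.41% with both, 12.2% and 20.5% with Pdcd1lg2 alone, and 61.8% and 63.6% with neither. Each of these pairs had overlapping intervals. The gates moved most with at least 3 reads required, under which 60.1% of WT day 3 cells had neither.

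Ly6c2 had a background. In the order WT day 3, WT day 5, Ccr2-/- day 3 and Ccr2-/- day 5, 14.5%, 12.2%, 12.5% and 11.2% of thinned fibroblast-like cells had a Ly6c2 read, beside 47.5%, 9.89%, 26.0% and 15.9% of Mo-Mac-like cells. At WT day 5 and Ccr2-/- day 5 the intervals of Mo-Mac-like cells (7.25 to 13.1 and 8.98 to 25.2) overlapped those of this background (8.45 to 16.9 and 8.72 to 14.2). Pdcd1lg2 was read in 0.322%, 0%, 0.287% and 0.362% of fibroblast-like cells, where the upper limit for WT day 5 was 1.44%, and in 21.6%, 11%, 22.0% and 23.9% of Mo-Mac-like cells. Median depths before thinning were those given for Ccr2. Ly6c1, a paralog of Ly6c2, may share reads with it.

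Gene lists were compared between successive subsets of both WT pools. From monocyte-like (109 cells) to early CMDM-like (212 cells), the anti-inflammatory list rose by a median log2 of 2.29, above all of the random lists (percentile 100), with 6 of 6 genes higher. Arg1 went from 585 to 2459 CPM and Retnla from 459 to 2626 CPM. The interferon-inducible list had a median of -2.62 (percentile 0.02), with 0 of 5 genes higher. Mx1 went from 144 to 22.5 CPM. The oxidative phosphorylation list had a median of 0.39 (percentile 100), with 83 of 103 genes higher. The efferocytosis list had a median of 0.80 (percentile 97.8), and the lipid list a median of -0.02 (percentile 39.4).

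From early CMDM-like to late CMDM-like (51 cells), the lipid list had a median of 2.48 (percentile 99.97) with 4 of 4 genes higher. The efferocytosis list had a median of 2.20 (percentile 100). These sums mix the days, since 180 of 212 early CMDM-like cells were from day 3 and 36 of 51 late ones from day 5. Within a pool the lipid and efferocytosis medians were lower, 2.19 and 2.0 in WT day 3 and 1.42 and 1.07 in WT day 5. Of the efferocytosis genes 7 of 7 were higher in the sum, 5 in WT day 3 and 6 in WT day 5, and Gas6 was lower in late CMDM-like cells in both pools. The anti-inflammatory list had a median of -1.33 (percentile 0.01), with 2 of 6 genes higher. Arg1 went against the list, from 2459 to 4850 CPM, and was higher in late CMDM-like cells in both pools. The oxidative phosphorylation list had a median of -0.27 (percentile 14.6). The interferon-inducible list had a median of 3.60 (percentile 100), but the rise was not found in both pools. It was 6.91 in WT day 5, the value that moved most, and -1.22 in WT day 3, which had 15 late CMDM-like cells. In WT day 3, 2 of 5 genes were higher. The median there fell on Ifitm6, with 16 reads in early and 0 in late CMDM-like cells, so no direction is claimed for that pool. From late CMDM-like to resident-like (386 cells), the anti-inflammatory list had a median of 0.95 (percentile 99.9). The interferon-inducible list had a median of -3.96, below all of the random lists (percentile 0), with -5.42 in WT day 5 and 0.03 in WT day 3. The lipid, efferocytosis and oxidative phosphorylation lists had medians of 0.15, 0.24 and 0.11 (percentiles 64.9, 75.3 and 49.9). The step to resident-like cells rests on a subset whose extent changed between alternatives, and most of its WT cells were in the Ccr2-expressing sub-cluster 1.

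Il1a, the gene of the cytokine IL-1α that the study blocked (chromosome 2, 129299610 to 129309972, minus strand), was read mainly in neutrophil-like cells of the Ccr2-/- pools. These held 94.1% of the 2372 Il1a reads at day 3 and 96.1% of the 6240 reads at day 5. Their level was 486 CPM (interval 466 to 507) at day 3 and 694 CPM (676 to 712) at day 5. WT day 3 neutrophil-like cells had 50.5 CPM (41.2 to 61.2) from 58 cells, 9 of them with a read. As the mean of cells this level moved most, to 260 CPM. It was diluted by 4 cells of over 100000 reads that clustered with them. These held 74.9% of the reads of the group, 96.4% of its reads of the fibroblast gene Pdgfra and 2 of its 103 Il1a reads. Without such cells, a limit chosen after the data were seen, Il1a had 197 CPM in WT day 3, and 522 and 725 CPM in Ccr2-/-. The share of WT day 3 cells with a read was 15.5% (7.35 to 27.4). The 5 neutrophil-like cells of WT day 5 had 0 reads, for which 3 reads would be 59.3 CPM. In Ccr2-/-, 23.1% and 26.0% of neutrophil-like cells had an Il1a read at days 3 and 5 (intervals 19.0 to 27.6 and 22.9 to 29.2, which overlap that of WT day 3), at median depths of 9672 and 9422 reads, beside 8571.5 in WT day 3. This compared with 6.37% and 8.57% of fibroblast-like cells at 129649 and 133336 reads. In WT day 5, 86.7% of the 271 Il1a reads were in Mo-Mac-like cells, at 8.72 CPM (7.64 to 9.91). Il1b was higher than Il1a in the same neutrophil-like cells of Ccr2-/-, with 19962 and 23022 CPM. These are transcript levels only. In the skin lesion the study measured far less IL-1β than IL-1α protein, and an antibody against IL-1α reduced the ear swelling of Ccr2-/- mice while one against IL-1β did not.

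The study proposes that Cxcl5 and Il1r1 are expressed mainly by Pdgfra-positive fibroblasts. Cxcl5 (chromosome 5, 90759360 to 90761624, plus strand) had 966 CPM (955 to 977) in fibroblast-like cells of WT day 3 and 480 CPM (471 to 489) in WT day 5. It had 2963 CPM (2953 to 2973) in Ccr2-/- day 3 and 2499 CPM (2488 to 2509) in Ccr2-/- day 5, which is 3.07 and 5.21 times WT. Fibroblast-like cells held 79.4% and 82.0% of the Cxcl5 reads in WT, and 92.9% and 92.2% in Ccr2-/-. As the mean of cells the ratios moved most, to 4.04 and 7.45. Il1r1 (chromosome 1, 40225080 to 40317257, plus strand) had 290 CPM (284 to 296) and 195 CPM (189 to 200) in WT fibroblast-like cells. In Ccr2-/- it had 420 CPM (416 to 424) and 360 CPM (356 to 364), or 1.45 and 1.85 times WT. Fibroblast-like cells held 57.2% and 70.2% of the Il1r1 reads in WT, and 87.5% and 86.4% in Ccr2-/-. Pdgfra stayed between 469 and 519 CPM in fibroblast-like cells of the 4 pools. The 3 fibroblast-like clusters were divided unequally. Cluster 1 held 219, 208, 240 and 201 cells of WT day 3, WT day 5, Ccr2-/- day 3 and Ccr2-/- day 5, cluster 3 held 61, 26, 302 and 200, and cluster 4 held 37, 23, 164 and 159.

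Il4 (chromosome 11, 53602982 to 53618669, minus strand) was asked of basophils, which the study names as its source. Basophil-like cells held 91.6% of the 2452 Il4 reads of WT day 3, 64.8% of the 2137 reads of Ccr2-/- day 3 and 92.2% of the 4425 reads of Ccr2-/- day 5. In WT day 5, with 2 basophil-like cells, they held 40.5% of 257 reads, and mast cell-like cells held 43.2%. Their level was 2947 CPM (2826 to 3071) in 27 cells of WT day 3. It was 907 CPM (860 to 956) in 65 cells of Ccr2-/- day 3, and 3109 CPM (3015 to 3206) in 62 cells of Ccr2-/- day 5. The mean of cells moved the WT day 3 value most, to 1870 CPM.

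**Figure D4:**
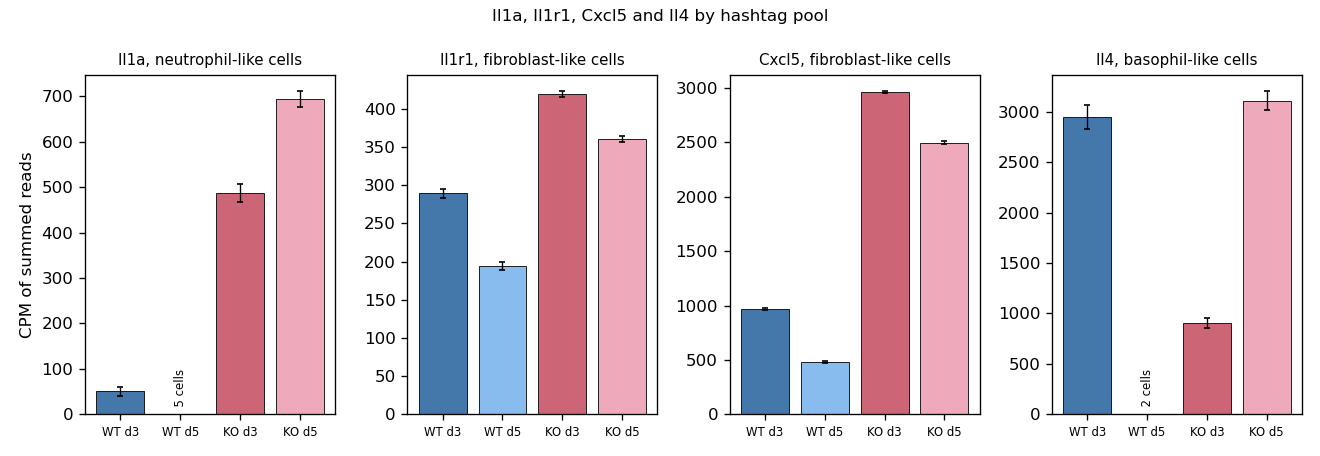
CPM of summed reads of Il1a in neutrophil-like cells, Il1r1 and Cxcl5 in fibroblast-like cells and Il4 in basophil-like cells of the 4 hashtag pools, as bars with exact Poisson 95% intervals; pools with fewer than 20 cells show the number of cells in place of a bar. Il1a, Il1r1 and Cxcl5 are higher in both Ccr2-/- pools than in each WT pool drawn, and Il4 is not; the Il1a bar of WT day 3 includes 4 deep cells with fibroblast reads.

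Genes that differed between genotypes over both days were sought in 6 cell types. In Mo-Mac-like cells edgeR called 195 of 16561 genes, 103 higher and 92 lower in Ccr2-/-, and 2852 genes had an unadjusted p below 0.05. This number depended on the processing, since edgeR with library sizes only called 1 gene, DESeq2 called 730, and edgeR at a hashtag ratio of 10 called 0. Of the 195 genes DESeq2 also called 194. Ccr2 had a fitted log2 change of -4.03 (adjusted p = 0.0039), and -3.51 at day 3 and -4.52 at day 5. With library sizes only its adjusted p was 0.0508, and over the 5 alternatives its adjusted p ranged from 1.55e-81 to 0.087. The highest genes by the naming rule were G530011O06Rik, Nrap and Plk1. G530011O06Rik had a log2 change of 5.53 (adjusted p = 0.0132), from 81 and 295 reads in WT to 3831 and 1474 in Ccr2-/-, with 6.55 at day 3 and 4.11 at day 5. Nrap had 5.27, from 13 and 10 reads to 203 and 99, with 3.79 and 3.42 on the days. Plk1 had 5.20, from 5 and 9 reads to 139 and 49, read in 5 and 6 Ccr2-/- cells, with 3.59 and 2.54. With few WT reads, the pseudocount makes the day changes of Nrap and Plk1 smaller than their fitted changes. Gpnmb, also the marker of late CMDM-like cells, had a log2 change of -4.37, from 741 and 900 reads to 25 and 4, with -3.03 and -4.45. Akr1c18 went from 250 and 57 reads to 0 in both Ccr2-/- pools, where 3 reads would be 0.276 and 0.410 CPM. Ifit1bl1 went from 188 and 326 reads to 2 and 2. No fold is given for these 2 genes. The subsets of Mo-Mac-like cells differed between genotypes and were not separated in this test.

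In T cell-like cells edgeR called 2 genes, 304 had an unadjusted p below 0.05, and DESeq2 called 4. Ccr2 had a log2 change of -2.48 (adjusted p = 0.023), with -2.31 and -2.63 on the days. Gzma had a log2 change of 4.44 (adjusted p = 0.00136), with 4.74 and 4.02. Its 1064 and 1017 reads in Ccr2-/- lay in 10 and 15 cells, and a single cell held 47.8% and 42.8% of them. In lymphatic endothelial-like cells edgeR called 5 genes, 0 with library sizes only, and DESeq2 called 58. Hist1h2ao, Ackr2 and Hist1h2ap were higher in Ccr2-/-, with log2 changes of 5.64, 5.08 and 4.44 (adjusted p = 0.0436 for each). Hist1h2ao had 4.62 and 6.13 on the days, Ackr2 4.05 and 6.15, and Hist1h2ap 4.26 and 4.26. The histone genes are near-identical paralogs, and a single cell held 67.4% to 76.7% of their Ccr2-/- reads per pool. Ccdc80 was lower with -4.32, and -5.04 and -3.21 on the days, and a single cell held 95.5% of its WT day 3 reads. In endothelial-like cells the 1 gene called was Hbb-bs. It had a log2 change of 9.21 but 5581 of its reads lay in 2 cells of Ccr2-/- day 3, with 8.84 at day 3 and 1.13 at day 5.

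In fibroblast-like cells edgeR called 0 genes, 4198 had an unadjusted p below 0.05, and the smallest adjusted p was 0.0809. DESeq2 called 1818 genes and edgeR with a filter of 5% of the cells called 1155. Cxcl5 had a log2 change of 2.03, with 1.67 and 2.40 on the days, and Il1r1 had 0.75, with 0.58 and 0.91. Neither passed. The genes with the largest change on both days were Csf3 (2.60 and 3.42), Gm10503 (2.13 and 2.59) and Aldh1a3 (2.63 and 2.02), higher in Ccr2-/-. Krt20 (-3.11 and -2.67), Angptl7 (-2.04 and -3.10) and Aldh3a1 (-1.85 and -1.88) were lower. In NK- or ILC-like cells edgeR called 0 genes, 574 had an unadjusted p below 0.05, and DESeq2 called 31. Polk, Alg9 and Tut1 led the higher genes with at most 1 read in WT. Cd74 (-3.09 and -3.86) and H2-Aa (-2.99 and -4.32) were among the lower genes with the largest change on both days, and a single cell held 86.4% to 95.8% of their reads in each WT pool. Neutrophil-like and basophil-like cells were too few in WT day 5 to be tested.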

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

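The tests in this part, on barcodes without a pool, on the mitochondrial limit and on dilution by neutrophil-like cells, were chosen after the result was seen.

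The share of neutrophil-like cells moved in opposite directions between the days in the genotypes. In WT it fell by 3.28 points from day 3 to day 5, and in Ccr2-/- it rose by 15.5 points. Each change was outside the counting intervals, with 1 pool per group, and the difference between the genotypes was not tested. A loss of WT neutrophils at the hashtag step was looked at. There were 55 neutrophil-like barcodes without a pool. They were 4.25% of the neutrophil-like barcodes, against 7.35% of Mo-Mac-like and 20.4% of fibroblast-like ones. Barcodes of every type that carried the hashtag of a WT pool among several, or too few hashtag reads, were added to that pool. The neutrophil-like share was then 3.07% (interval 2.43 to 3.83) in WT day 3 and 1.21% (0.780 to 1.80) in WT day 5. Among barcodes with several hashtags, those with that of WT day 3 were 7.97% neutrophil-like and those with that of WT day 5 were 7.05%. This argues against a loss at the hashtag step as the whole cause. A more extreme division narrows the WT fall. It gives WT day 5 all 19 neutrophil-like barcodes that may belong to it, and WT day 3 none. The WT day 5 share would then be 2.27% (1.46 to 3.36), which overlaps the reported interval of WT day 3 (2.87 to 4.83). With all 55 it would be 5.49%, above the 3.76% reported for WT day 3. Only 19 of the 55 carry its hashtag or too few hashtag reads. The 5.49% is thus an upper bound and not a possible division. A loss at the mitochondrial limit was also looked at. With no limit, the WT day 5 share was 0.450%, still below WT day 3. This argues against the limit as the cause of the WT fall. Open are the genotype, which the design names, and differences between the pools in the mice, the dissociation or the recovery of cells, which 1 pool per group cannot separate from it. By flow cytometry of replicate mice, the study counted more neutrophils in Ccr2-/- than in WT skin at day 5. That bears on the genotype difference at day 5 and not on the change between days.

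The share of Mo-Mac-like cells also moved in opposite directions. It rose by 12.2 points in WT and fell by 2.17 points in Ccr2-/-, and this difference between the genotypes was not tested either. The rise of neutrophil-like cells in Ccr2-/- could lower the share of every other type. Among cells that were not neutrophil-like, the Ccr2-/- share of Mo-Mac-like cells was 7.68% (interval 6.49 to 9.01) at day 3 and 6.21% (5.07 to 7.53) at day 5. The intervals overlap, so a fall of Mo-Mac-like cells and their dilution in Ccr2-/- cannot be told apart at these cell numbers. Dilution does not bear on the WT rise, in a genotype where neutrophil-like cells were few. Genotype and pool differences stay open as above. The study's flow cytometry of replicate mice gave fewer Mo-Macs in Ccr2-/- than in WT skin at day 5, which does not bear on the change between days.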

How the results depend on the processing

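Of the tests in this part, those that left the barcode with most hashtag reads out of the scaling, set values of 1 to 3 reads to 0, used another clustering seed, named clusters by the highest-scoring list alone, left neutrophil-like cells over 100000 reads out, or compared the Lyve1-high resident-like sub-cluster alone were chosen after the data were seen, as was each test of the number of kept cells. Shares and CPM are given as moved where they left the 95% interval of the reported value, list medians where they changed by more than the spread between the WT pools, changes of single genes by more than their standard error, and counts of cells or genes by more than 1.5 times. The cause was not tested except where stated.

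Of 680 alternative values, 411 kept their direction and their side of the threshold or interval, 20 lost and 35 gained a pass of the threshold, 210 moved and 4 reversed. The order of the genotypes in the shares of Mo-Mac-like and of neutrophil-like cells, and the direction of each day change of these shares, held in 12 of 12 alternatives. The WT share of Mo-Mac-like cells was 3.58 to 5.45 times that of Ccr2-/- at day 3 and 10.2 to 11.6 times at day 5. The Ccr2-/- share of neutrophil-like cells was 4.70 to 5.78 times that of WT at day 3 and 58.0 to 83.0 times at day 5. The number of kept cells ranged from 6314 to 7592 in 6 alternatives. No paired analysis was possible because the labels link no mouse or pool of one group to one of another.

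Counted within Ptprc-expressing clusters, Mo-Mac-like cells made up 56.4% and 73.8% in WT (days 3 and 5) and 13.1% and 6.88% in Ccr2-/-. Neutrophil-like cells made up 6.47% in WT day 3, and 37.4% and 55.7% in Ccr2-/-. These rise by construction, since the denominator leaves out other cells. With no mitochondrial limit the WT shares of Mo-Mac-like cells were 21.2% and 38.2%, with another clustering seed 21.4% and 40.3%, and at resolution 2 they were 29.7% and 40.5%. Of the cells named monocyte-like, only 8.94% and 7.32% stayed in Mo-Mac-like clusters with no mitochondrial limit and with another seed, and neither gave an early CMDM-like cluster. The cells called monocyte-like in these 2 alternatives are thus mostly others.

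Ccr2 in Ccr2-/- Mo-Mac-like cells stayed below 10% of WT in each of the alternatives run. At day 3 it was 1.84% at a hashtag ratio of 10, 9.42% with no mitochondrial limit, 6.11% without the top barcode in the scaling and 9.47% with values of 1 to 3 reads set to 0. At day 5 it was 7.29% at a hashtag ratio of 2 and 7.22% without the top barcode in the scaling.

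The subset shares moved in 57 of 208 alternative values. At a hashtag ratio of 2, monocyte-derived DC-like cells made up 14.3% in WT day 5, and 1.41% and 5.05% in Ccr2-/-. At a ratio of 10 they made up 17.5% and 31.6% in WT and 4.76% in Ccr2-/- day 5, beside 24.6% monocyte-like cells in WT day 3 and resident-like cells of 8.84% and 12.9% in WT. With no mitochondrial limit, monocyte-like cells made up 51.4% and 5.18% in WT and 32.8% and 34.4% in Ccr2-/-. Resident-like cells made up 11.6% and 14.1% in WT and 28.4% in Ccr2-/- day 3. Late CMDM-like cells made up 4.94% in WT day 5, and monocyte-derived DC-like cells 30.1% there and 2.15% in Ccr2-/- day 5. With another clustering seed, monocyte-like cells made up 50.9% and 6.70% in WT and 34.4% and 36.5% in Ccr2-/-. Resident-like cells made up 11.5% and 13.2% in WT and 29.0% in Ccr2-/- day 3, and monocyte-derived DC-like cells 36.1% in WT day 5, and 1.53% and 3.53% in Ccr2-/-.

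At resolution 0.5, which gave no late CMDM-like cluster, WT day 5 had 9.17% monocyte-like, 18.1% resident-like and 61.8% monocyte-derived DC-like cells, and WT day 3 had 18.3% of the latter. At resolution 2, early CMDM-like cells made up 22.0% and 1.43% in WT, resident-like cells 7.41% and 11% in WT and 31.7% in Ccr2-/- day 3, and monocyte-derived DC-like cells 22.4% and 40.5% in WT. With at least 500 genes per cell, monocyte-derived DC-like cells made up 14.2% in WT day 5. With all variable genes, WT had 3.64% monocyte-like cells at day 5, and 20.9% and 71.7% resident-like cells. Without cells marked by Scrublet, resident-like cells made up 10.5% and 14.5% in WT. Without the top barcode in the scaling they made up 9.74% and 14.2% in WT and 28.5% in Ccr2-/- day 3, and WT day 5 had 4.72% early CMDM-like and 17.0% monocyte-derived DC-like cells. With values of 1 to 3 reads set to 0, resident-like cells made up 13.9% and 58.6% in WT, early CMDM-like cells 4.08% in WT day 5, and monocyte-derived DC-like cells 15% in WT day 5, and 1.42% and 2.15% in Ccr2-/-. Between days in WT, the share of monocyte-derived DC-like cells moved as reported in 5 of 11 alternatives, so no direction is claimed for it. The resident-like share of WT day 5 was 11% to 18.1% in 7 of 11 alternatives and 58.6% to 71.7% in the other 4.

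With at least 3 reads required for the gates, cells with Ly6c2 alone made up 29.4% and 3.45% in WT. Cells with both made up 3.27% and 0.690% in WT, 0.813% in Ccr2-/- day 3 and 0% in Ccr2-/- day 5 (0 of 88 cells, upper limit 4.11%). Cells with Pdcd1lg2 alone made up 7.19% and 3.45% in WT and 12.5% in Ccr2-/- day 5, and cells with neither 60.1% and 92.4% in WT and 78.9% and 80.7% in Ccr2-/-. A stricter gate moves cells to the negative gates by construction. On unthinned cells, WT day 5 had 14.6% with Ly6c2 alone and 13.5% with Pdcd1lg2 alone. Cells with both made up 16.4% and 5.57% in WT, and cells with neither 36.8% and 66.4% in WT and 50.0% in Ccr2-/- day 3. More reads per cell fill these gates, so their level depends on depth.

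Of 55 alternative list medians 39 stayed the same, 12 moved and 4 reversed. The reversals were in the lipid list from monocyte-like to early CMDM-like cells as the mean of cells (0.058), the lipid list from late CMDM-like to resident-like cells in WT day 5 alone (-0.030) and with the Lyve1-high sub-cluster alone (-0.032), and the efferocytosis list from monocyte-like to early CMDM-like cells at resolution 0.5 (-0.87). The lipid medians that reversed were near 0 before. WT day 3 alone is not counted here for the later steps, because it had 15 late CMDM-like cells, fewer than the 20 set for a comparison. In these cells the interferon-inducible list had -1.22 from early to late CMDM-like cells and 0.030 from late CMDM-like to resident-like cells. The changes of 3.60 and -3.96 in both pools were thus not found there. The -1.22 fell on Ifitm6, with 0 reads in the late CMDM-like cells, and shows no direction. At resolution 0.5 the anti-inflammatory, interferon-inducible and lipid lists had medians of 1.75, -3.54 and -1.47 from monocyte-like to early CMDM-like cells, and in WT day 3 alone the lipid list had -0.57. From early to late CMDM-like cells the oxidative phosphorylation list had -0.33 as the mean of cells, -0.24 with a pseudocount of 10 and -0.32 in WT day 5 alone, where the lipid and efferocytosis lists had 1.42 and 1.07. From late CMDM-like to resident-like cells the efferocytosis list had 0.49 as the mean of cells and 1.0 with the Lyve1-high sub-cluster alone, where the anti-inflammatory list had 0.59.

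As the mean of cells, Il1a in neutrophil-like cells had 260 CPM in WT day 3 and 518 CPM in Ccr2-/- day 3. In fibroblast-like cells Il1r1 had 235 and 156 CPM in WT and 356 and 314.1 CPM in Ccr2-/- (1.51 and 2.01 times WT), and Cxcl5 had 517 and 249 CPM in WT and 2089 and 1855 CPM in Ccr2-/- (4.04 and 7.45 times WT). Il4 in basophil-like cells had 1870 CPM in WT day 3, and 698 and 2785 CPM in Ccr2-/-. Without neutrophil-like cells over 100000 reads, Il1a had 197 CPM in WT day 3, and 522 and 725 CPM in Ccr2-/-, because the cells left out held few Il1a reads. With values of 1 to 3 reads set to 0, Il1a had 112 CPM in WT day 3 and 741 CPM in Ccr2-/- day 5. Il1r1 had 308 and 201 CPM in WT and 430 and 367 CPM in Ccr2-/- (1.39 times WT at day 3), and Cxcl5 had 1044 CPM in WT day 3 and 3022 and 2585 CPM in Ccr2-/- (2.90 and 5.31 times WT at days 3 and 5). Il4 had 3084 CPM in WT day 3, and 666 and 3302 CPM in Ccr2-/-. The order of the genotypes was unchanged for Il1a at day 3 and for Il1r1 and Cxcl5 on both days in these alternatives.

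The number of genotype genes depended on the processing in each type tested. In Mo-Mac-like cells edgeR called 195 genes, and 1 with library sizes only, 1339 with no filter, 128 with a filter of 5% of the cells and 0 at a hashtag ratio of 10, where 2490 had an unadjusted p below 0.05 and the smallest adjusted p was 0.087. DESeq2 called 730. Of the 195 genes, 1, 195, 127, 0 and 194 were called again in this order. In fibroblast-like cells edgeR called 1788 genes with no filter, 1155 with the 5% filter and 2 at a ratio of 10, and DESeq2 1818. In NK- or ILC-like cells edgeR called 65 with no filter, and DESeq2 31. In T cell-like cells edgeR called 8 with no filter, and DESeq2 4, and a ratio of 10 left too few cells for a test. In endothelial-like cells edgeR called 107 with no filter, 5 at a ratio of 10 and 0 with the 5% filter, where 488 had an unadjusted p below 0.05, and DESeq2 57. In lymphatic endothelial-like cells edgeR called 71 with no filter, 23 with the 5% filter, 24 at a ratio of 10 and 0 with library sizes only, where 653 had an unadjusted p below 0.05, and DESeq2 58. Of 205 alternative values of named genes none changed direction, 105 stayed the same, 20 lost and 35 gained a pass of the threshold, and 45 moved. With a pool left out the remaining genotype pair of the other day gives the change without a test.

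Depth limits these results in several places. The Ccr2-/- day 5 pool had a median of 18632 reads per cell, the lowest of the pools, and neutrophil-like cells of Ccr2-/- had medians near the depth of the thinned gates (9672 and 9422 reads), which lowers the share of such cells with a read, while background reads raise it. WT day 5 had 5 neutrophil-like and 2 basophil-like cells, too few for a level of Il1a or Il4. Counts of reads with PCR copies make the Poisson intervals of CPM too narrow.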

Other observations

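Of the tests in this part, those on free RNA and on misassigned cells in Ccr2-/- Mo-Mac-like cells, on free RNA in T cell-like cells against neutrophil-like cells, on misassigned cells in T cell-like cells, on the pool of the Selenop-led sub-cluster and on the few cells with interferon-inducible genes were chosen after the result was seen.

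Mo-Mac-like cells of the Ccr2-/- pools had Ccr2 reads. Free RNA from WT cells was tested against fibroblast-like cells of the same pools, which receive it too. Ccr2 CPM was at least 17.4 times higher in Mo-Mac-like cells on both days, a ratio raised by the greater depth of fibroblast-like cells. In raw reads, 138 and 97 Mo-Mac-like cells held 840 and 204, and 706 and 560 fibroblast-like cells held 288 and 145. Both comparisons argue against free RNA as the whole cause. A second explanation is that some WT cells carried a Ccr2-/- hashtag. At a hashtag ratio of 10 the day 3 level fell from 8.32% to 1.84% of WT, which is consistent with misassigned cells as a source of most of the day 3 reads. In the same direction, the 9 monocyte-like cells of Ccr2-/- day 3 had 888 CPM of Ccr2. At day 5 the level was 4.48% at that ratio, against 4.13% before, and misassigned cells cannot be told apart from other sources there. Of the same cells, 97 passed a ratio of 3 and 86 a ratio of 10, with the same 204 Ccr2 reads, so the stricter ratio had no such reads to remove. A transcript of the altered allele was not tested.

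T cell-like cells of the Ccr2-/- pools kept Ccr2 reads at 20.3% and 15.6% of WT. At a hashtag ratio of 10 these were 14.9% and 16.2%. Misassigned cells were tested by the rate that Mo-Mac-like cells allow, where Ccr2 was 1.84% and 4.43% of WT among the same cells at that ratio. From the cell numbers of both types, WT cells misassigned at this rate would give T cell-like cells 0.380% and 0.241% of WT. The observed level was at least 39.2 times higher. The rate was assumed alike in both types, of which 7.81% (T cell-like) and 7.35% (Mo-Mac-like) of the barcodes had no pool. Free RNA was tested against neutrophil-like cells of the same pools, and Ccr2 CPM in T cell-like cells was at least 27.4 times higher. Both tests argue against these as the whole cause. A transcript from the altered allele may be present in these cells. It was not tested, since the reads themselves were not analysed here.

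A passenger region of the strain in which the targeted locus was made could change genes near Ccr2. The 20 genes within 1 Mb had a median absolute log2 change of 0.231 in Mo-Mac-like cells, beside a median of 0.426 for 1637 windows around random genes. This is at percentile 3.36, the low end, which argues against a rise of differences across most genes near Ccr2 in these cells. A median does not respond to changes in a few of the genes, so a passenger region is not excluded.

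Of the Selenop-led sub-cluster of Mo-Mac-like cells, 86.4% of the cells were in WT day 5. Whether this is a feature of that pool or of that time after challenge in WT cannot be told apart, because only 1 pool was taken there. Few of its cells were in Ccr2-/-, with 2 at day 3 and 2 at day 5. In WT it had 693 CPM of Ccr2, beside 131 CPM in the Lyve1-led sub-cluster. The study describes its resident-like macrophages as low in Ccr2, so that name may not suit these cells. The resident-like share of WT day 5 was 11% to 18.1% in 7 of 11 alternatives and 58.6% to 71.7% in the other 4, so the resident-like name of such cells depended on the clustering.

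The interferon-inducible genes rose from early to late CMDM-like cells in WT. The rise was in WT day 5, with a median of 6.91, and not in WT day 3, where 15 late CMDM-like cells gave a median of -1.22. In WT day 5 the 5 late CMDM-like cells with most of these reads held 69.7% of 3692 reads. Without them the list still had a median of 5.29, which argues against these 5 cells as the whole cause. Of the 36 late CMDM-like cells 20 had no read, at a median depth of 67412 reads and a mean of 103 such reads per cell, which argues against an even shift of the whole subset. A read was found in 44.4% of late (interval 27.9 to 61.9) and 18.8% of 32 early CMDM-like cells (7.21 to 36.4), the latter at a median depth of 41568.5 reads. These intervals overlap, so it stays open how large the part of late CMDM-like cells with these reads is, and reads of a few cells and of a larger part cannot be told apart. Il1a in Mo-Mac-like cells of WT day 5 was also tested for reads from few cells. Of its 235 reads, 19.6% were in the cell with most, among 28 of 467 cells with a read, which argues against 1 cell as the source.

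Gzma was higher in T cell-like cells of Ccr2-/- than of WT. Free RNA from NK- or ILC-like cells, where Gzma had 26692 and 25410 CPM in Ccr2-/-, was tested against fibroblast-like cells. The CPM in T cell-like cells was at least 101.3 times higher on both days, but fibroblast-like cells are deeper, which raises this ratio. In raw reads, 87 and 77 T cell-like cells held 1064 and 1017, and 706 and 560 fibroblast-like cells held 625 and 490. The share of cells with a read was higher in fibroblast-like cells (238 and 221 cells, beside 10 and 15). The larger number of reads in fewer T cell-like cells argues against free RNA as the whole cause. NK cells within the T cell-like cluster could be another source. Of 25 Ccr2-/- cells with Gzma reads, 76.0% had a read of Cd3e, Cd3g, Cd3d or Trac, beside 89.9% of 139 cells without. With 25 cells, NK cells in the cluster and T cells with Gzma cannot be told apart.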
